A study of Mus musculus with 3 samples. Its data were reported in "Defining the Molecular Character of the Developing and Adult Kidney Podocyte" (2011).

How the data were processed

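Total RNA was measured in 3 samples of adult mouse renal corpuscle, the filtering unit of the nephron, made of the glomerular capillary tuft and its capsule. Per the labels, the mice were wild-type CD-1 males, an outbred stock, 7 to 9 weeks old, and each sample was a pool of about 2 kidneys. Minced kidneys were kept at 37 °C for 15 minutes in collagenase A (0.5%), an enzyme that loosens tissue, and corpuscles were collected with filters of 100, 70 and 40 µm. RNA went through 1 round of whole-transcript amplification with a NuGEN Pico kit, was labelled with biotin and was hybridised to an Affymetrix mouse gene array. No cells were sorted, so each sample held every cell type of the corpuscle and any tubule fragment that passed the filters.

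The authors deposited 1 table of log2 signals with 35557 probe sets for the 3 arrays, and the submitters' processing notes name Affymetrix Expression Console, without a version. For its own screens the study names a variant of RMA in GeneSpring as the summary algorithm. Which method and settings made the deposited table is not given in the sources used here. The range of the values, from 2.36 to 14.40, is that of log2 signals. The array medians were 7.11, 7.11 and 7.09, and no further normalization was applied. The table holds 0 columns of other samples. Linear signals below are 2 to the power of the mean log2 value. The number of arrays limits the precision of every value, and no count or depth exists for such data.

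Probe sets were named through the platform annotation. It lists 1 gene symbol for 21789 probe sets and several for 1621, and 12147 probe sets are unnamed here. Probe sets with several symbols named no gene. Of the 1-symbol probe sets, 21698 have a gene ID in the current reference table, which changed 0 symbols. A gene with several probe sets took the one with the highest mean log2 signal, which gave 19938 genes. Levels were not compared between probe sets, because each has its own affinity, and their order served only to choose which genes to name; they were set against background and against signal levels named by the study.

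Many values are the same on several arrays to every decimal deposited. Of all probe sets, 42.4% hold 1 value on all 3 arrays and 23.7% hold the same value on 2 of them. Over genes the shares are 54.2% and 27.5%. An SD of 0 in these data is therefore not an error of 0, and SDs may understate the spread between samples. Whether this holds for genes with 3 different signals was not tested. Because of the ties p-values of single genes may be too small and none are printed. The labels do not say whether the pools came from separate litters or days, so the spread between samples may be partly technical.

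Background was the 95th percentile, on each array, of 1212 probe sets for olfactory and vomeronasal receptors, which kidney is not known to use widely. A gene was called detected when its log2 signal minus this level was above 0 in a one-sided limma test. The fit was lmFit with an intercept and eBayes with a trend on level, and the Benjamini-Hochberg adjusted p had to be under 0.05. The standard error of that test followed a gene's level and not its own spread. It was 0.030 both for Trim12c, with an SD of 1.12, and for Hsd11b2, with an SD of 0.055. The call was thus in effect a cut close above background. Bmpr1b, 0.050 above it, was undetected, and Slc3a1, 0.075 above it, was detected. Gene lists were fixed before the data were examined. They covered cell types, controls, and gene groups named by the study or tied to its subjects. The detected share of each list was compared with that of all other genes by two-sided Fisher's exact tests, adjusted over the lists. Genes are not independent replicates in those tests. The spread of each detected gene was tested with an F test of its variance over limma's trended prior. For lists with at least 5 detected genes, the median over genes of each array's deviation from the 3-array mean was placed among 10000 random lists matched on level in 20 bins. With 1 group there is no comparison between conditions.

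The genes named are the 4 detected members of highest level and up to 3 undetected members of each list, Tek, Foxd1, Npr3, Cnn1, Myocd and Smtn, the 4 genes of highest level, and the 10 variable genes with the largest SD. The variance test called 0 genes, so the last part was filled with the 10 detected genes of largest SD, as values. Members of a list beyond this rule were named after their values were seen. List members without a value under this naming were not analysed here, 8 of them in the study's own podocyte list, 8 of 10 in the erythroid list and at most 3 in each other list.

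The tests were tried on simulated data. Of 50 genes set 0.25 log2 above background among 19938, the detection test recovered 90%, and at 0.5 log2 it recovered 100%. The variance test, run on 11752 simulated genes, recovered 76% of genes with 24 times the usual SD when values had no ties and 0% when the values came from a median polish of 3 arrays. Its count of 0 in the real data thus carries no information on stability. A list raised by 0.2 log2 on 1 array fell outside the central 95% of random lists on that array, and also on the others, since deviations from a mean sum to 0. Alternatives were the background level and probe sets, a fixed signal of 150, quantile normalization, centring, the mean of a gene's probe sets, the variance settings, the list summary and leaving out each replicate. R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used.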

Results

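Gene expression profiles were obtained for 3 samples of sieved adult renal corpuscle, all of 1 group, so the data describe what this structure expresses and how far its preparations differed. Signals of the 3 arrays were close to each other. Across genes, Pearson's r was 0.998 for each pair of arrays, and Spearman's rho was 0.998, 0.998 and 0.997; genes are not independent replicates. The median SD of a detected gene was 0.0094 log2 and the 99th percentile 0.37, values held down by the many signals that are the same on several arrays. Among the 3013 detected genes with 3 different signals the median SD was 0.094.

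Background, set by olfactory and vomeronasal receptors, lay at 6.90, 6.96 and 6.92 log2 on replicates 1, 2 and 3, or linear signals of 119, 124 and 121. Of 19938 genes, 11752 (58.9%) were detected above it (limma, adjusted p under 0.05). Over a linear signal of 150 on all 3 arrays were 10229 genes, over 500 were 3437 and over 1000 were 1514. Among probe sets that name 1 gene, those of highest signal, which do not rank transcripts, were those of Calm2, which encodes calmodulin, at 13.73 ± 0.03 log2 (SD, n = 3), Tpt1, Itm2b and the matrix glycoprotein gene Sparc at 13.38 ± 0.03. Of the 1196 receptor genes that set the level, 54 (4.52%) were themselves called. With the median of the receptors as background 18031 genes were detected.

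All 25 markers of podocytes, the epithelial cells that carry the slit diaphragm, were detected, against 58.9% of other genes (adjusted p = 4.07e-05, Fisher's exact test), and 17 exceeded a signal of 1000. Cdkn1c, a cell cycle inhibitor kept on in mature podocytes, stood at 12.44 ± 0.10 log2 (n = 3), which is 5.52 above background. Podxl, the sialomucin of the podocyte surface, held 12.33 on every array. Cd2ap, an adaptor of the slit diaphragm, was at 12.24 ± 0.13 and the transcription factor gene Foxc2 at 11.88. Of the study's own list of podocyte genes, 140 single-symbol entries were fixed and 132 analysed, and these 132 were detected (adjusted p = 1.57e-29), with 70 over a signal of 1000 and a median linear signal of 1123. That list, which holds 19 of the 25 markers, was chosen for high signal in podocytes from such glomeruli. Its detection is therefore not independent evidence. Its members of highest signal were Sparc, Nupr1 at 12.89 ± 0.10, the peptidase gene Dpp4 at 12.59 ± 0.03 and Cdkn1c.

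Of 20 endothelial markers 20 were detected (adjusted p = 0.000199), and 8 exceeded 1000. Emcn, a sialoglycoprotein of capillary endothelium, was at 12.86 ± 0.01 log2 (n = 3). The VEGF receptor genes Kdr and Flt1 were at 11.72 ± 0.02 and 11.04, and Cdh5, the cadherin of endothelial junctions, at 10.95 ± 0.09. Tek, the receptor that the study used to look for endothelial cells among sorted podocytes, was at 10.74 ± 0.25, a linear signal of 1708. Its signals were 11.00, 10.49 and 10.72 on replicates 1, 2 and 3.

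Of 13 mesangial and pericyte markers 12 were detected (adjusted p = 0.0401), a call that ended when receptor genes were left out of the comparison (adjusted p = 0.0903). Ptn, a growth factor gene, was at 12.63 ± 0.02 log2 (n = 3), the integrin gene Itga8 at 11.73 and the angiotensin receptor gene Agtr1a at 11.34 ± 0.25. Lbh was at 10.38 ± 0.06. Fn1 was not detected, at 6.68. Of 9 juxtaglomerular and smooth muscle markers 7 were detected (adjusted p = 0.457), led by Myl9 at 11.15 ± 0.29, Mylk at 9.85, Tpm2 at 8.65 and Acta2 at 8.59 ± 0.53. Actg2 and Cnn1 were not. All 9 are smooth muscle genes, and 2 of the 11 members fixed had no value. No marker specific to juxtaglomerular cells was analysed, so this list does not describe those cells. Of 7 parietal epithelial markers 6 were detected (adjusted p = 0.403). Cd24a reached 12.98 ± 0.05, whereas Ncam1, Cldn1 and Pax8 lay between 7.37 and 7.67, and Krt18 was not detected.

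**Figure D1:**
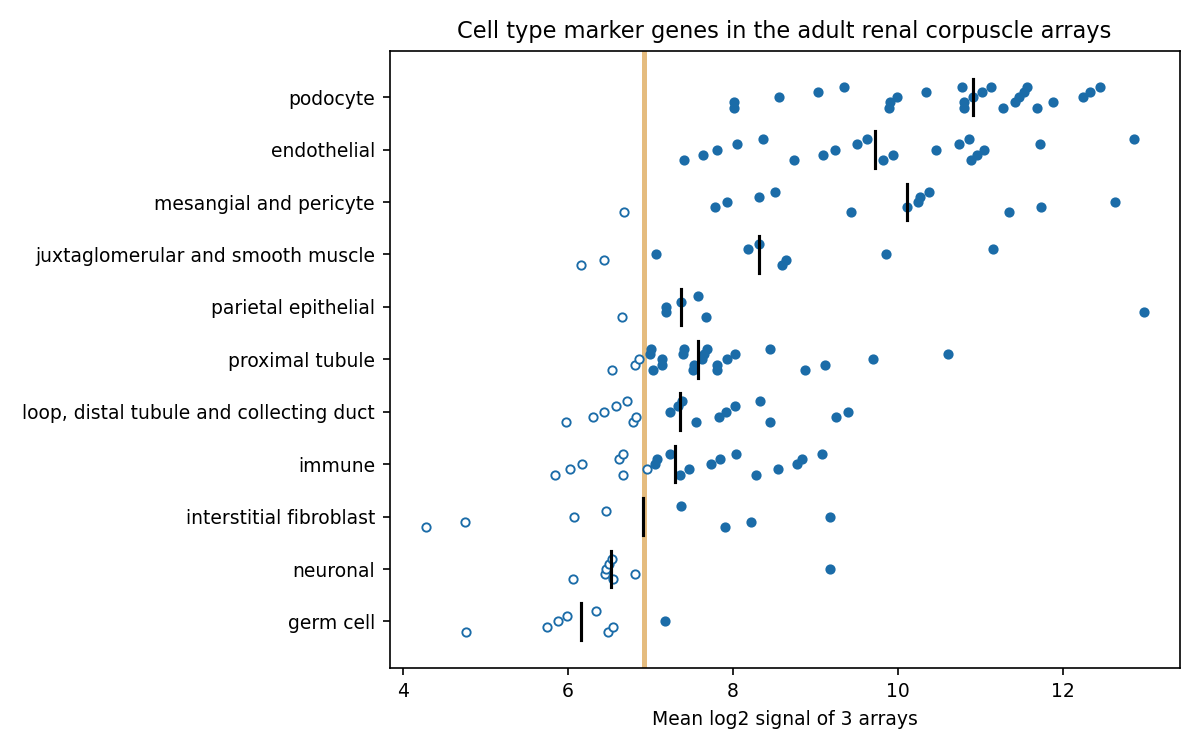
Mean log2 signal over 3 arrays (horizontal axis) of each marker gene in 11 gene lists (rows); filled points are detected genes, open points are not, black bars are list medians and the orange band spans the background levels of the arrays, 6.90 to 6.96. Every podocyte and endothelial marker lies above background, and 7 of 8 neuronal and 7 of 8 germ cell markers are open points.

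Tubule transcripts were also detected. Of 24 proximal tubule markers 21 were detected (adjusted p = 0.0134), with a median linear signal of 191, and 1 exceeded 1000. That gene was Kap, an androgen-regulated gene of the proximal tubule, at 10.61 ± 0.16 log2 (n = 3). Gatm followed at 9.70 ± 0.04, Cyp2e1 at 9.12 ± 0.18 and the water channel gene Aqp1 at 8.87 ± 0.13. Cubn, G6pc and Slc6a19 were not detected. With the 99th percentile of receptors as background the share was 45.8% (adjusted p = 0.942), and without replicate 1 or without replicate 3 it was 79.2% (adjusted p = 0.0764 and 0.0748). Of 18 markers of the loop, distal tubule and collecting duct 11 were detected (adjusted p = 1), with Calb1 at 9.39 ± 0.22, Umod at 9.24 ± 0.51, Pvalb at 8.44 ± 0.36 and Slc12a3 at 8.33 ± 0.33. The channel genes Scnn1g, Trpm6 and Scnn1b were not detected.

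Immune markers were detected in 13 of 20 cases (adjusted p = 0.748), and 0 exceeded 500 on all arrays. Tyrobp was at 9.08 ± 0.41 log2 (n = 3), Lyz2 at 8.83 ± 0.46, Cd14 at 8.78 and Ptprc at 8.55 ± 0.17, while the macrophage marker Adgre1, Itgam and the B cell gene Cd79a were not detected. Of 10 erythroid markers fixed, 2 were analysed, and both, Alas2 at 7.68 ± 0.06 and Slc4a1 at 7.14, were detected (adjusted p = 0.652). Of 8 interstitial fibroblast markers 4 were detected (adjusted p = 0.79), with Pdgfra at 9.17 ± 0.07, Col1a2 at 8.22, Col1a1 at 7.90 and Col3a1 at 7.37. Lum, Dpt and Dcn were not detected.

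Genes that can respond to handling were detected in part, and with 1 group no effect of handling could be tested. Of 21 immediate early and heat shock genes 19 were detected (adjusted p = 0.0134), with Jun at 9.66 ± 0.20 log2 (n = 3), Klf6 at 9.64 ± 0.12, Btg2 at 9.50 and Dusp1 at 9.40 ± 0.05; Myc and Egr2 were not. The share was 57.1% with the 99th percentile of receptors (adjusted p = 0.277) and 71.4% with a fixed signal of 150 (adjusted p = 0.148). Of 12 inflammatory genes 6 were detected (adjusted p = 0.68), among them Vcam1 at 9.36 ± 0.29, Nfkbia at 9.06, Cxcl1 at 8.18 and Il1b at 8.14 ± 0.20. Il6, Cxcl2 and Tnf were not detected.

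Gene groups tied to subjects of the study were next examined. The basement membrane and axon guidance lists go beyond its main text. That text does not name the laminin and collagen genes printed here, nor Nrp1 and Efnb2. Of 17 genes of the glomerular basement membrane 15 were detected (adjusted p = 0.0316), led by Npnt, the ligand of an integrin, at 10.91 ± 0.03 log2 (n = 3), the laminin genes Lamc1 at 9.34 and Lamb2 at 9.32, and the collagen gene Col4a3 at 9.26. Lama1 and Col4a6 were not detected. Of 27 axon guidance genes 22 were detected (adjusted p = 0.0394), with Nrp1 at 12.31, Efnb2 at 11.67, Sema5a at 11.11 and Robo2 at 10.77 ± 0.14, and Sema3d, Sema3c and Slit2 were not. Without the receptor genes in the comparison the adjusted p was 0.0903 and 0.0923 for these lists.

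Of 29 signalling genes 28 were detected (adjusted p = 7.74e-05), and 29 were detected adjusted over the list alone; the other lists had the same count either way. The signalling genes were taken from the study's text, and 10 are in its podocyte list, so their detection is not independent evidence. That podocyte list also holds 8 of the axon guidance genes and 9 of the transcription and chromatin factor genes. Itgb1 was at 12.40 ± 0.01 log2 (n = 3), Bmpr2 at 12.05 ± 0.07, Anxa5 at 12.04 and the cytokine receptor gene Il6st at 12.03, and Bmpr1b, 0.050 above background, was the undetected member. Npr3, the clearance receptor for natriuretic peptides, held 11.55 on every array, a linear signal of 3000. Of 26 transcription and chromatin factor genes 20 were detected (adjusted p = 0.134), with Txnip at 12.11 ± 0.02, Foxd1 at 11.32 ± 0.02 (linear 2554) and Tcf21 at 11.13 ± 0.12; Six4, Eya2 and Six2 were not. Of 19 muscle genes 15 were detected (adjusted p = 0.174). That list mixes genes the study saw expressed in podocytes with genes it saw at background, such as Cnn1, Myocd and Neb. Its detected share therefore does not measure a muscle signature. Myl6 was at 13.30 ± 0.03, Myo1d at 12.14 ± 0.07, Myo1e at 11.68 ± 0.09 and Mbnl1 at 10.88 ± 0.04. The study regards these myosins as mostly unconventional and linked more to vesicle movement than to contraction. It calls the muscle signature of podocytes rather weak. The smooth muscle genes Cnn1 and Myocd were not detected, at 6.44 ± 0.04 and 6.47, nor was Neb, whereas Smtn was detected at 8.48, a linear signal of 358.

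Control lists behaved differently from each other. All 11 housekeeping genes were detected (adjusted p = 0.0134), with Actb at 13.33 ± 0.11 log2 (n = 3), B2m at 13.06 ± 0.16, Ppia at 12.45 and Rplp0 at 11.95 ± 0.07. Of 8 neuronal genes 1 was detected (adjusted p = 0.0268), Stmn2 at 9.17 ± 0.01, and Nefl, Syt1 and Rbfox3 were among those that were not. Of 8 germ cell genes 1 was detected (adjusted p = 0.0268), Prm2 at 7.18, which is 0.26 above background; Ddx4, Tnp1 and Spaca1 were not. Without replicate 3 the adjusted p of each of these lists was 0.0536. Of 13 cell cycle genes 7 were detected (adjusted p = 0.815), with Mcm6 at 7.97 ± 0.11 and the others named, Cdk1, Mcm5 and Ccnb2, at 7.41 or lower; Bub1, Mki67 and Plk1 were not. The 3 Y-linked genes analysed were detected (adjusted p = 0.411), Eif2s3y at 9.19 ± 0.24, Kdm5d at 8.94 and Uty at 8.25 ± 0.04, and Xist was not (adjusted p = 0.547), at 6.22, in tissue labelled male.

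The 3 preparations were then compared. More than 2-fold apart were 26 detected genes between replicates 1 and 2, 10 between 1 and 3 and 38 between 2 and 3. The limma-based variance test called 0 of 11752 genes, with 5 at an unadjusted p under 0.05, and 0 of the 3013 with 3 different signals, with 140 unadjusted. On simulated values with such ties it recovered nothing, so this count does not show that genes were stable. The largest SD belonged to H2-Q5, a class I histocompatibility gene, with 9.86, 7.46 and 9.66 log2 on replicates 1, 2 and 3. Steap4 had 7.47, 9.68 and 9.51, and Nell2 had 7.69, 9.61 and 7.48. Ifit1 had 8.53, 10.40 and 8.39, and Irf7, Ifi27l2a, Iigp1 and Ifit3b were also highest on replicate 2. Kcnma1, a potassium channel gene, was lower there, 10.93 against 12.57 and 12.69. Trim12c, at 8.04, 7.73 and 5.97, was below background on replicate 3, and without replicate 1 its level above background was -0.089.

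**Figure D2:**
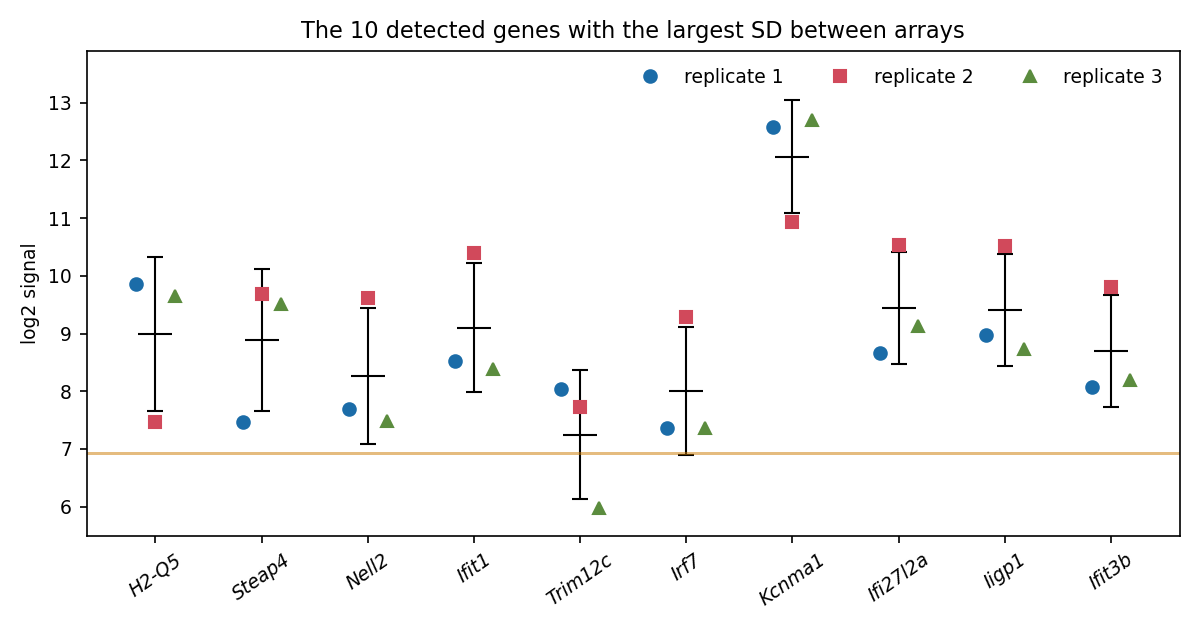
log2 signal (vertical axis) on each array of the 10 detected genes with the largest SD (horizontal axis); black bars are the mean and SD of n = 3 and the orange band is background. Replicate 2 lies apart for H2-Q5, Nell2, Ifit1, Irf7, Kcnma1, Ifi27l2a, Iigp1 and Ifit3b.

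Ties hold the median deviation of many lists at or near 0, so small medians do not show that a list was stable. Of 54 pairs of list and array, 14 fell outside the central 95% of random lists, where 2.7 would by chance. These pairs are not independent because deviations from a mean sum to 0. Ties also narrow the random range, which ran from 0 to 0 for proximal tubule genes. Their median of -0.0018 on replicate 1 therefore counted as outside. The count of 14 thus does not show how far lists moved. The list of juxtaglomerular and smooth muscle genes, of which only smooth muscle genes were analysed, lay 0.17 log2 below the mean on replicate 1. Its median deviation there was -0.17 over 7 genes and its mean -0.19. On that array Acta2 differed from the mean of the other arrays by -0.90. Myh11 had 7.99 there against 8.59 and 8.37. Over detected members, immune genes deviated by 0.062 on replicate 2 and by -0.031 on replicate 3, where their mean was -0.11. Genes of the loop, distal tubule and collecting duct deviated by 0.049 on replicate 2 and -0.025 on replicate 3, with a mean of -0.11 there, but members went apart: Umod was highest on replicate 3, at 9.78, where Slc12a3, at 7.95, was lowest. With undetected members included, the medians of these immune and tubule lists were 0. By their medians the podocyte and endothelial markers lay inside the range on all 3 arrays. By its mean the podocyte list lay outside it on replicate 1, at 0.051. Mesangial and proximal tubule genes went the other way there, each with a mean of -0.062, also outside. The endothelial mean there, 0.026, was inside. The study's podocyte list lay outside the random range on replicate 1, at 0.011, a value that was -0.0017 under quantile normalization. Its mean there was 0.038, also outside, with 77 of 132 members higher and 27 lower. The study's list also lay outside on replicate 2, at -0.0071, where its mean was -0.025.

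**Figure D3:**
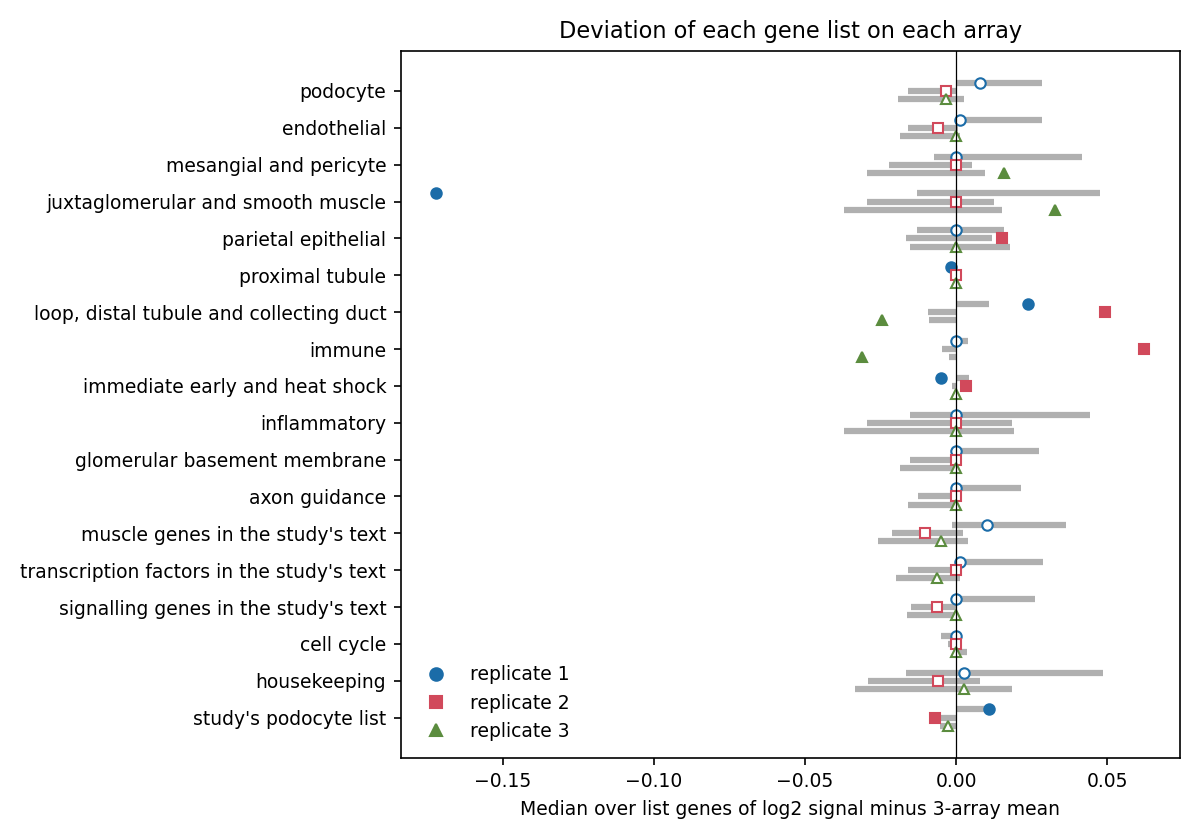
Median over list genes of the log2 signal minus the 3-array mean (horizontal axis) for 18 gene lists (rows) and 3 replicates; grey bars span the central 95% of random lists and filled symbols lie outside it. The point farthest from 0, at -0.17, is replicate 1 of the juxtaglomerular and smooth muscle list, analysed for smooth muscle genes only.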

Values the study reported

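The study reported raw Tie2 (Tek) signals of approximately 2,000 to 5,000 as typical of endothelial cells, and 60, 66, 64, 325, 504 and 1063 in profiles of sorted adult podocytes, of which it removed those with significant endothelial signal. For adult podocytes it gave a raw signal of around 4500 for Npr3, approximately 2,500 for Foxd1 and about 100 for Smtn. Those values come from sorted cells, unlike the whole corpuscle signals here. The study combined its screens into 894 probe sets with elevated expression in adult podocytes, and a stricter screen gave 144 highly enriched genes.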

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

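The settings with receptor genes left out of the comparison, with the mean over list genes and with the genes of 3 different signals were chosen after the data were seen; the others were fixed beforehand. No paired analysis was possible because the samples form 1 group. The detected count stayed within 1.5 times of 11752 under all settings but the median of receptors, which gave 18031 because it sets a lower level. Counts over 150, 500 and 1000 stayed within 1.5 times, and the variance test's count of 0 was the same under all settings run. Over detected genes only, mean Pearson's r between arrays was 0.994; leaving out a replicate gave 0.998. With the 99th percentile of receptors the detected share was 28.6% for parietal epithelial, 38.9% for loop, distal tubule and collecting duct and 40% for immune genes, below that of other genes. It was 45.8% for proximal tubule, 57.1% for immediate early and 12.5% for neuronal genes, which lost their calls, and 68.4% for muscle, 69.2% for transcription factor and 7.69% for cell cycle genes, which gained one. With the median of receptors, so few genes were left undetected that the podocyte, endothelial, mesangial, proximal tubule, immediate early, basement membrane, axon guidance, signalling and housekeeping lists, at 100%, and germ cell genes, at 87.5%, lost their calls; neuronal genes and Xist, at 100%, and cell cycle genes, at 92.3%, turned direction. With a fixed signal of 150, proximal tubule (66.7%), immediate early (71.4%) and neuronal genes (12.5%) lost their calls, and the loop, distal tubule and collecting duct, immune and erythroid lists, at 50% each, turned direction. Without receptor genes in the comparison the shares stayed at 92.3% for mesangial, 88.2% for basement membrane and 81.5% for axon guidance genes, which lost their calls as other genes' share rose, and the 61.1% for loop, distal tubule and collecting duct came to lie below it. Leaving out each replicate gave 79.2 to 87.5% for proximal tubule, 53.8 to 69.2% for cell cycle, which without replicate 2 lay above other genes, and 12.5% for neuronal and for germ cell genes. Of the list deviations, 9 pairs were outside with all members used, in place of 14. Lost, with medians of 0, were immune genes on replicates 2 and 3 and the loop, distal tubule and collecting duct list on all 3 arrays. Also lost were mesangial and smooth muscle genes on replicate 3 and parietal genes on replicate 2. The study's podocyte list on replicate 1 was lost at an unchanged 0.011. All its members were detected, so only the random range differed. Gained were cell cycle genes on replicates 1 (0.040) and 2 (-0.062) and proximal tubule genes on replicates 2 and 3. Using means, 16 pairs were outside. Gained were podocyte (0.051) and mesangial genes (-0.062) on replicate 1 and smooth muscle (0.099) and proximal tubule genes (0.052) on replicate 2. Lost were parietal genes on replicate 2 and the loop list on replicate 1. Under quantile normalization the deviation was -0.0014 for immediate early genes on replicate 2 and -0.0017 for the study's podocyte list on replicate 1. Under centring the former was -0.0036. These changes of sign lie close to 0. The scaling itself shifted the median of all genes by up to 0.018 log2 (quantile) and 0.014 (centring), more than any of these deviations. Beyond these shifts no cause was tested. With quantile normalization parietal genes on replicate 2 (0.0024) and proximal tubule genes on replicate 1 (-0.0087) came to lie inside the random range. Immediate early genes on replicate 3 came to lie outside it, at 0.020, and at 0.0017 with the mean of a gene's probe sets. Of 834 levels of named genes under other settings, 822 kept their side of the threshold. The median of receptors and the fixed signal of 150 were not among those settings, so the count does not cover them. Under the median of receptors the neuronal genes and Xist, at 100%, changed sides. At the 99th percentile the level above background was -0.19 for Pax8, Col3a1 and Mcm5, -0.42 for Slc4a1, -0.15 for Cdk1, -0.27 for Ccnb2, -0.38 for Prm2 and -0.31 for Trim12c, by the higher level itself, and Cldn1, at 0.023, lost its call. Leaving out a replicate moved Trim12c between -0.089 and 0.96; it also lost its call under quantile normalization, at 0.32, and Bmpr1b gained one without replicate 2, at 0.066. Signal over background thus limits the lists of low level.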

Other observations

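The lists of interferon-stimulated and clock genes, and all tests in this part, were chosen after the results were seen. Replicate 2 differed from the other arrays in interferon-stimulated genes, which cells switch on in response to interferons. Of 35 detected members, 34 lay above their 3-array mean on replicate 2 and 0 below it. The median difference between replicate 2 and the mean of the other arrays was 0.71 log2, or 1.64-fold, and 13 members differed by more than 2-fold. The list was drawn up after the 60 detected genes of largest SD were seen; for its 20 members outside those genes the median difference was 0.49 log2, and 0 of 10000 random lists reached it. Ifit1 showed the widest gap, 3.85-fold. Irf7, a transcription factor gene of the interferon response, had 9.28 log2 against 7.36 on each of the others, Rtp4 had 11.32 against 10.01 and 9.91, and Oasl2 had 9.88 against 8.77 and 8.47. Of the 60 detected genes with the largest SD, replicate 2 stood apart for 38, of which 15 are in this list. Without the list, 16 genes in place of 26 were more than 2-fold apart between replicates 1 and 2, and 24 in place of 38 between replicates 2 and 3. H2-Q5, a class I histocompatibility gene outside the list, was lowest on replicate 2. The 6 detected inflammatory genes had a median difference of 0, with 2 above 0, 1 below and the others tied. Ties hold that median at 0, so it does not show that the list was unchanged. Vcam1 differed most, by 0.42.

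The samples share their labels, so beyond cell content and handling no biological explanation of this pattern was tested. A scaling of the whole array would move other genes as far, but 0.469% of the other 11717 detected genes reached the interferon list's lower quartile of 0.47 log2. Stress from the tissue digestion would raise immediate early and heat shock genes, whose median difference was 0.0049 with an upper quartile of 0.10. Hspa1a, at 0.64, was an exception. On replicate 2 this list lay above the random range, with a median deviation of 0.0032 (-0.0014 under quantile normalization) and a mean of 0.043. On replicate 1 it lay below, at -0.0052 and -0.055. The interferon list's median and mean on replicate 2 were 0.48 and 0.56. A small difference in stress thus stays open. More immune cells in replicate 2 stay open: the median difference of immune genes was 0.093, and Cd14 and Ptprc differed by 0.0015 and 0.15, but Tyrobp and Lyz2 by 0.65 and 0.55. Ptprc held 8.64 on replicates 1 and 2 and 8.35 on replicate 3, so its difference came from replicate 3. Lyz2 had 8.98, 9.20 and 8.31 and Tyrobp 9.01, 9.52 and 8.71 on replicates 1, 2 and 3. Replicate 3 was lowest for both.

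Some clock genes also differed between replicates 2 and 3. Of 4 detected genes of the Arntl phase, 4 were higher on replicate 3 than on replicate 2, from Nfil3 (8.35 against 6.75) and Arntl (8.85 against 7.57) to Clock (10.17 against 10.13). Of 8 genes of the opposite, Dbp phase, 5 were lower, among them Dbp (7.40 against 8.58) and Nr1d1 (9.77 against 10.87), and 3, Per1, Per2 and Tef, held the same value. The gap between the medians of both lists was 1.24, but without the members among the 60 genes of largest SD, which drew attention to the pattern, it was 0.099, a size that 13.1% of 10000 random list pairs reached. Ties hold the median of the remaining Dbp phase genes at 0, so that test decides nothing, although Hlf (7.90 against 8.63) and Per3 (7.24 against 7.54) were lower on replicate 3; the gap between means was 0.31, a size that 0.66% of random list pairs reached. Kidneys taken at different times of day could account for this and stay open, because 2 and 5 genes remain, the mean was chosen after those values were seen and the labels give no time.

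Identical signals on several arrays may come from the summary method. The observed 54.2% of genes with 1 value on all 3 arrays lay inside the 7.83 to 88.8% that median polish of 3 simulated arrays gave over a wide range of assumed noise, and above the 45.3% that was the highest for the other numbers of arrays run, at 5 arrays and 35 probes; the share rose with the number of probes, so 5 arrays are not excluded. Up to 84 probe sets also share 1 value on an array, but of 14621 probe sets whose value no other holds, 23.3% were still the same on all arrays, so coarse values are not the whole cause. An array deposited more than once is excluded, as at least 49.1% of probe sets differed between any pair. The simulated noise was assumed, so a median polish of these 3 arrays together is a candidate explanation and no more.

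The study's values quoted above come from sorted cells, whereas the samples here held the whole corpuscle, so the samples are unlike and a difference is not a discrepancy with the study. The Smtn signal here was 358. That is higher than the value quoted from the study above. The Npr3 signal here was 3000. That is lower than the value quoted from the study above. The Foxd1 signal here was 2554. That is close to the value quoted from the study above. The Tek signal here was 1708. That mean is higher than the values quoted above for sorted podocytes and lower than the range quoted for endothelial cells. The signal of replicate 1 alone, 2049, fell inside that range.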
